# IRAK1 is a novel DEK transcriptional target and is essential for head and neck cancer cell survival

**DOI:** 10.18632/oncotarget.6028

**Published:** 2015-10-26

**Authors:** Allie K. Adams, Lyndsey C. Bolanos, Phillip J. Dexheimer, Rebekah A. Karns, Bruce J. Aronow, Kakajan Komurov, Anil G. Jegga, Keith A. Casper, Yash J. Patil, Keith M. Wilson, Daniel T. Starczynowski, Susanne I. Wells

**Keywords:** DEK, IRAK1, HNSCC, HPV, RNA-Seq

## Abstract

The chromatin-binding DEK protein was recently reported to promote the growth of HPV^+^ and HPV^−^ head and neck squamous cell carcinomas (HNSCCs). Relevant cellular and molecular mechanism(s) controlled by DEK in HNSCC remain poorly understood. While DEK is known to regulate specific transcriptional targets, global DEK-dependent gene networks in HNSCC are unknown. To identify DEK transcriptional signatures we performed RNA-Sequencing (RNA-Seq) in HNSCC cell lines that were either proficient or deficient for DEK. Bioinformatic analyses and subsequent validation revealed that IRAK1, a regulator of inflammatory signaling, and IRAK1-dependent regulatory networks were significantly repressed upon DEK knockdown in HNSCC. According to TCGA data, 14% of HNSCC specimens overexpressed IRAK1, thus supporting possible oncogenic functions. Furthermore, genetic or pharmacologic inhibition of IRAK1 in HNSCC cell lines was sufficient to attenuate downstream signaling such as ERK1/2 and to induce HNSCC cell death by apoptosis. Finally, targeting DEK and IRAK1 simultaneously enhanced cell death as compared to targeting either alone. Our findings reveal that IRAK1 promotes cell survival and is an attractive therapeutic target in HNSCC cells. Thus, we propose a model wherein IRAK1 stimulates tumor signaling and phenotypes both independently and in conjunction with DEK.

## INTRODUCTION

Head and neck squamous cell carcinoma (HNSCC) is a disease comprised of two distinct entities: human papillomavirus (HPV) positive and HPV negative. HPV^−^ disease is attributable to tobacco and alcohol use, and its declining incidence in the US has been ascribed to the well-publicized health risks of these activities. In stark contrast, HPV^+^ disease is on the rise, particularly in younger patient populations [1]. While improved response to traditional chemotherapies and thus favorable long-term survival is observed in HPV+ patients, prognoses remain grim for patients with advanced and metastatic tumors [2]. Furthermore, major quality of life issues arise due to treatment-related tissue damage [3]. Therefore, the need for novel therapeutic targets and biomarkers for both HNSCC subsets must not be underestimated.

DEK is important in various cancer cell types, including breast and bladder cancer, melanoma, and most recently, HNSCCs [4–8]. This is a versatile nuclear protein, with functions that range from chromatin modifier and histone chaperone to modulator of DNA repair, replication, and transcription [9–12]. For example, DEK represses transcription in leukemia cells through inhibition of p300 and P/CAF [13]. DEK also activates transcription via interaction with AP-2α in glioblastoma [14]. Although DEK has been published as a co-activator or co-repressor of transcription in various systems, transcriptome data to determine the role of DEK in global transcriptional regulation in solid tumors is scarce [14–16].

Our previous work highlighted the oncogenic functions of DEK in both HPV^+^ and HPV^−^ human HNSCCs, wherein DEK was highly overexpressed and required for optimal growth and proliferation [8]. Dek loss of function in mice attenuated the proliferation of HPV16 E7 expressing, but not normal, epidermis and inhibited overt tumor growth in a chemically induced model of HNSCC. Furthermore, this work implicated ΔNp63 as a downstream DEK target that regulated DEK-dependent proliferation. In view of the observed specificity of DEK targeting for pre- and overt malignancies, this molecule has been reported as a potential therapeutic target. However, DEK-dependent signaling pathways and molecular mediators of DEK-dependent tumor phenotypes in HNSCC are limited. Herein, we aimed to uncover relevant pathways important in DEK-dependent HNSCC phenotypes that may also be novel therapeutic strategies.

In this study, we performed transcriptome profiling to identify DEK-dependent gene regulatory networks essential for HNSCC. We focused on both subsets of HNSCC, HPV^−^ and HPV^+^, to identify targets that may be beneficial to patients regardless of HPV status. Following gene ontological analysis, biological processes involved in the immune response were strongly implicated. DEK has previously been published as an autoantigen in autoimmune diseases and it can function as a pro-inflammatory protein, suggesting it may regulate inflammatory signaling [17, 18]. Central to the immune response pathway and a significantly repressed target following DEK knockdown is IRAK1, a serine/threonine kinase, which mediates signaling from the toll-like receptor (TLR) and interleukin-1 receptors (IL1R) [19]. The IRAK1 signaling cascade includes the E3 ubiquitin ligase TRAF6, which engages, among other pathways, NF-κB and MAPK signaling. IRAK1 was recently implicated as a novel therapeutic target in myelodysplastic syndrome (MDS) and acute myeloid leukemia (AML), but its function in most solid tumors remains unknown [20]. We found that IRAK1 is overexpressed by genomic amplification and transcriptional up-regulation in a significant proportion of HNSCC tumors. Furthermore, genetic or pharmacologic inhibition of IRAK1 attenuated downstream signaling through TRAF6 and increased apoptosis, suggesting IRAK1 inhibition may be a new therapeutic target in HNSCC. Finally, DEK and IRAK1 contributed to HNSCC survival independently, and targeting them jointly enhanced HNSCC cell death over the targeting of either. Taken together, these data reveal IRAK1 as a component of the DEK transcriptome, and a druggable effector in HNSCC.

## RESULTS

### Profiling the DEK-dependent transcriptome in HNSCC

Little is known about the global impact of DEK loss on gene expression, and relevant transcriptional targets are largely uncharacterized [16]. DEK plays dual roles in transcription, either as a co-activator or a co-repressor depending on the cellular context, and was recently published to bind transcriptional start sites of some of the activated or repressed target genes [12]. In order to define the consequences of DEK loss and identify DEK-dependent transcriptional networks in HNSCC cells, we used a well-established lentiviral approach that was previously published in this model system [8]. The HPV^−^ and HPV^+^ cell lines, UMSCC1 and UMSCC47, respectively, were transduced with DEK versus control knockdown vector and selected with puromycin. Successful knockdown was confirmed by western blot analysis (Figure 1A). 

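The RNA-Seq data comprised 4 libraries, 1 each of NTsh and DEKsh cells of UMSCC1 and of UMSCC47, where NTsh is a nontargeting control shRNA and DEKsh an shRNA against DEK. UMSCC1 and UMSCC47 are established squamous cell carcinoma lines of the head and neck, and UMSCC47 carries HPV. With 1 library per condition, none of the differences between NTsh and DEKsh cells has a replicate check, and no p-value was computed within a line. The authors aligned single-end reads to hg19/GRCh37 with Ensembl gene annotations in GeneSpring, normalized the gene read counts with the DESeq algorithm and set values under 1 to 1. The deposited values are the log2 of these normalized counts relative to the NTsh library of the same line, so that the NTsh value was 0 for every gene and the DEKsh value was the log2 of DEKsh/NTsh. Both tables listed the same 56595 Ensembl genes, of which 22607 had a value other than 0 in UMSCC1 and 23364 in UMSCC47. The tables hold no read counts, so the depth of each library and the counting error of each ratio are unknown. The lowest values nevertheless fell on steps of whole reads. From the size of these steps, the size factor of the NTsh library was 1.08 times that of the DEKsh library in UMSCC1, and the size factor of the DEKsh library was 1.08 times that of the NTsh library in UMSCC47. By the same steps, the NTsh or the DEKsh library lay at the threshold of 1 for 2340 genes in UMSCC1 and for 2089 genes in UMSCC47. Another 1247 genes in UMSCC1 and 1480 genes in UMSCC47 had a ratio of whole numbers up to 10, within 2e-06 on the log2 scale, whereas 1.65 and 2.10 genes would match by chance. Genes of both kinds are referred to as low values, although a ratio of small whole numbers can also come from larger counts. DEK, the gene targeted by the shRNA, is listed as ENSG00000124795 and lies on the minus strand of chromosome 6 of GRCh37 from 18224091 to 18264779. Its log2 DEKsh/NTsh was -5.85 in UMSCC1, a 57.7-fold lower value in DEKsh cells, and -3.29 in UMSCC47, a 9.77-fold lower value. Of the scalings tried, subtracting the trend with GC content moved the UMSCC1 value most, to -5.68, and leaving out the size factors moved the UMSCC47 value most, to -3.17.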

Messenger RNA (mRNA) was collected and subjected to RNA-Seq. Independent analyses were performed on UMSCC1 and UMSCC47 RNA-Seq data to identify fold changes for differentially expressed genes. 

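In UMSCC1, 12989 of the listed genes changed at least 1.4-fold between NTsh and DEKsh cells, 6319 of them higher and 6670 lower in DEKsh cells. In UMSCC47, 8117 genes passed the same cut-off, 4942 of them higher and 3175 lower. These numbers cover every gene as deposited, since the ratios give a read number only where a library lies at the threshold of 1. Leaving out genes with a library at the threshold and under 3 reads in the other gave 12458 genes in UMSCC1 and 7591 genes in UMSCC47. Low values made up 1856 of the genes past 1.4-fold in UMSCC1 and 1762 of those in UMSCC47. With the median of annotated genes set to 0, 6745 genes were higher and 6200 lower in UMSCC1, and without size factors 5594 were higher and 7492 lower, so which direction prevails in UMSCC1 depends on the scaling. In UMSCC47 higher genes prevailed under both scalings (4875 against 3235, and 5911 against 2582). A cut-off of 2-fold moved the numbers most, to 6888 genes in UMSCC1 and 3471 genes in UMSCC47. Among genes with an Entrez ID and no library at the threshold of 1, the SD of the log2 ratio across genes was 1.13 in UMSCC1 and 0.62 in UMSCC47, with medians of -0.06 and 0.01. An Entrez ID was missing from 4780 of the genes past 1.4-fold in UMSCC1 (36.8%) and from 4250 of those in UMSCC47 (52.4%).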

Venn diagrams highlight over 2,000 common genes that were differentially expressed upon DEK loss in these cell lines (Figure 1B). 

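Matched by Ensembl identifier, 4394 genes changed at least 1.4-fold in both lines. Of these, 1730 were higher in DEKsh cells of both lines, 1066 were lower in both and 1598 (36.4%) moved in opposite directions. Among the 20268 genes with a value other than 0 in both lines, 3794 common genes would be found if the changes in the lines were independent, 1106 higher in both, 777 lower in both and 1911 opposite. The number observed was 1.16 times that number for all common genes, 1.56 times for genes higher in both, 1.37 times for genes lower in both and 0.836 times for opposite genes. Expression levels could not be matched in this comparison because the ratios do not carry them. Across these genes, Spearman's rho between the log2 ratios of the lines was 0.22, and genes are not independent replicates. With a cut-off of 2-fold in both lines, 1228 genes were common and 34.3% of them were opposite, against 49.9% under independence. The number of opposite genes at 2-fold was 1.06 times that under independence over all of these genes and 0.916 times over those with an Entrez ID and no low values, so whether it falls short depends on the genes taken. The lines were also taken as replicates of each other, with limma fitted to the log2 ratios of the 18479 genes that had no library at the threshold of 1 in either line. With 1 residual degree of freedom per gene, 0 genes had a Benjamini-Hochberg adjusted p under 0.05 in limma, and 1085 genes (5.87%) had an unadjusted p under 0.05. DEK itself had a mean log2 ratio of -4.57 (standard error 0.74) and an adjusted p of 0.717 in limma. By the smaller of the log2 ratios of the lines, the protein-coding genes without low values that rose most in both were EIF4EBP3 (4.01 in UMSCC1 and 3.17 in UMSCC47), SCNN1D (3.43 and 2.56) and LYRM9 (3.56 and 2.53). The largest falls in both, among genes found as protein-coding in the annotation used, were those of TEN1 (-5.95 and -5.08), MRPL30 (-6.49 and -3.75) and DEK. SENP3-EIF4A1, which was not found in that annotation, fell further in both lines. EIF4EBP3, LYRM9, TEN1 and MRPL30 share exon sequence with another listed gene on the same strand. That gene moved the same way for EIF4EBP3 (ANKHD1-EIF4EBP3, 0.92 and 0.66) and MRPL30 (C2orf15, -0.66 and -0.21), the opposite way for TEN1 (TEN1-CDK3, 0.36 and 0.38), and was 0 in both lines for LYRM9 (C17ORF108).

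**Figure D1:**
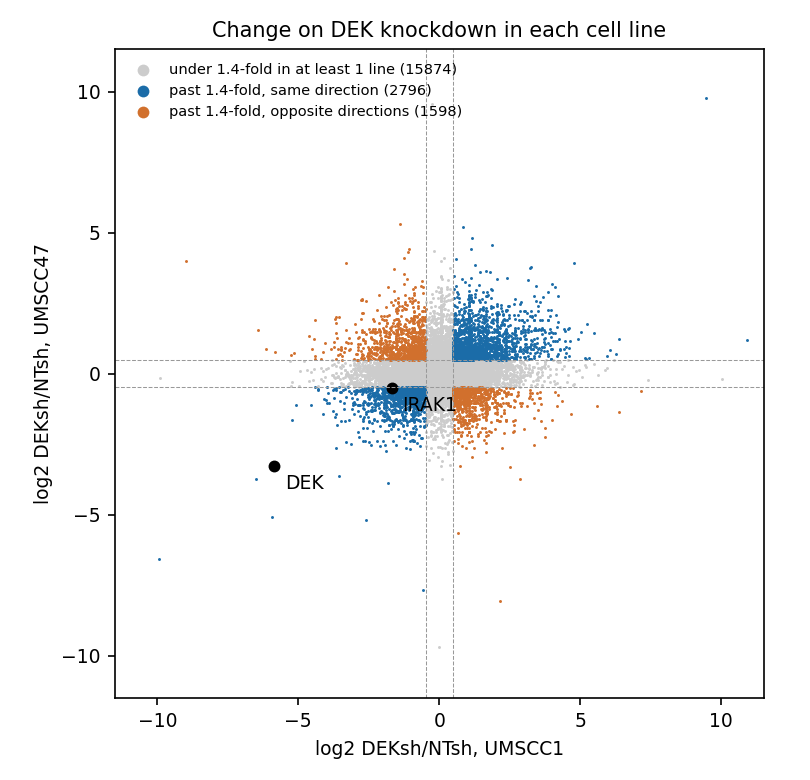
Log2 DEKsh/NTsh of each gene in UMSCC1 (horizontal axis) and UMSCC47 (vertical axis), 1 point per gene with a value other than 0 in both lines, 1 library per condition. Dashed lines mark 1.4-fold, blue points are past it in both lines in the same direction, orange points are the 1598 genes past it in opposite directions, and the black points are DEK and IRAK1, both in the lower left.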

Ontology analyses revealed dysregulation of the immune response pathway (Figure 1C). Specifically, immune response genes were down-regulated in DEK-deficient cells. 

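Ontology terms were taken from the annotation column of the deposited tables, counting only genes annotated directly to a term, and no p-value was computed because genes of 1 library are not replicates. The background was the 13825 genes with an Entrez ID and a value other than 0 in both lines, of which 2279 (16.5%) were past 1.4-fold in both. Of 203 immune response genes in this background, 59 (29.1%) were past 1.4-fold in both lines, 1.76 times the background share. The share was 23.8% for innate immune response (58 of 244 genes) and 26.3% for inflammatory response (51 of 194 genes). For the toll-like receptor signaling term it was 15.9% (11 of 69 genes), 0.967 times the background share. In all, 16 lists were compared in this way, 7 of them from ontology terms.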

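Of the 59 immune response genes past 1.4-fold in both lines, 25 were higher in DEKsh cells of both lines, 16 were lower in both and 18 were opposite. The background genes past 1.4-fold in both were divided into 991 higher, 577 lower and 711 opposite. Without low values in either line, 19 immune response genes were higher in both, 10 lower in both and 9 opposite. In the separate lines, 71 immune response genes were past 1.4-fold higher and 49 lower in UMSCC1, and 63 were higher and 30 lower in UMSCC47. The median log2 ratio of the 190 immune response genes without a library at the threshold of 1 in UMSCC1 was 0.14, at percentile 99.7 of 10000 random lists of the same size. Over the 212 such genes in UMSCC47 it was 0.12, above the central 95% of random lists (-0.04 to 0.07). The mean in place of the median gave 0.13 in UMSCC47, within the central 95% of random lists. Random lists could not be matched on expression level and describe these libraries only. A list of immune and inflammatory signaling genes written before the data were examined had a median of 0.71 over 94 genes in UMSCC1 (random lists -0.27 to 0.15) and 0.08 over 97 genes in UMSCC47 (random lists -0.07 to 0.10). An interferon response list of 58 genes had a median of 0.12 in UMSCC1 (random lists -0.33 to 0.21) and -0.16 in UMSCC47 (random lists -0.09 to 0.13).

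**Figure D2:**
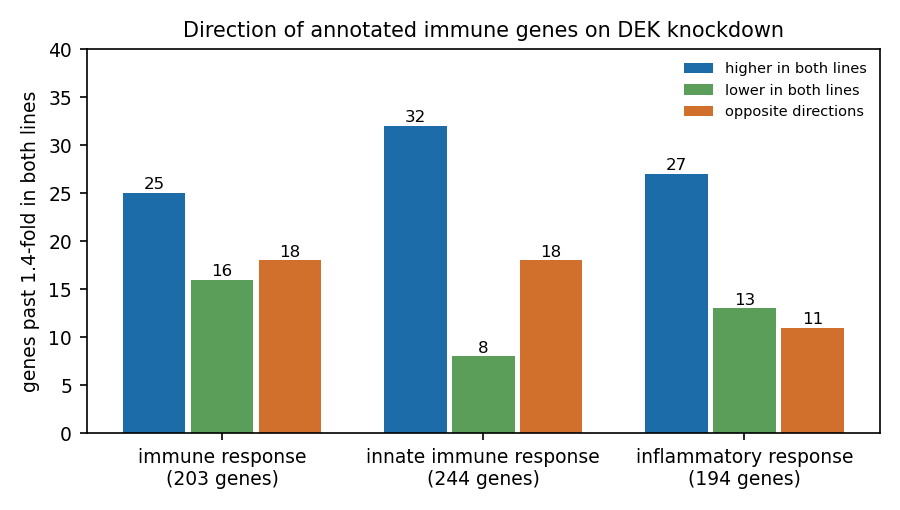
Number of genes past 1.4-fold in both lines (vertical axis) for 3 ontology terms, with the number of annotated genes that have a value in both lines in parentheses. Blue bars are genes higher in DEKsh cells of both lines, green bars genes lower in both and orange bars genes in opposite directions; for immune response the bars are 25, 16 and 18.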

In parallel, we assessed common transcription factor binding sites among the overlapping gene set, and identified many new sites, along with published ones such as p53 consensus sequences (Supplementary Tables 1–3) [21]. To further define DEK targets relevant in HNSCC, we performed a walk-based network analysis to assign functional interactions between DEK and its transcriptional targets. A portion of the down-regulated gene network for UMSCC1 cells is shown (Figure 1D), with arrows highlighting two interconnected nodes. Expanded versions of this network map, along with others, are found in Supplementary Figures 1–6. 

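In the deposited ratios, TNFAIP3 (ENSG00000118503, chromosome 6 of GRCh37, 138188351 to 138204451) had a log2 DEKsh/NTsh of -0.62 in UMSCC1 and -0.72 in UMSCC47. For IL6 (ENSG00000136244, chromosome 7, 22765503 to 22771621) the values were -1.06 and -1.69. Both genes were past 1.4-fold, 0.49 on the log2 scale, in both lines. Among MAPK14, MAPK3 and MAPK8 to MAPK13, MAPK14 was the only gene past 1.4-fold lower, with -1.91 in UMSCC1 and -0.85 in UMSCC47. MAPK14 (ENSG00000112062) lies on chromosome 6 from 35995559 to 36079013. MAPK11 was higher in both lines, with 2.26 and 0.64. MAPK13 was 0.55 in UMSCC1, which fell under 1.4-fold when the size factors were left out, and -0.27 in UMSCC47. MAPK10 was 0.62 in UMSCC47 and a low value in UMSCC1. MAPK3, MAPK8, MAPK9 and MAPK12 were under 1.4-fold in both lines, with values of 0.05, -0.12, 0.38 and 0.31 in UMSCC1.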

DEK down-regulation was connected to many genes of interest, including TNFAIP3, IL6, and MAPKs. Because these genes are well established for their downstream contributions to inflammation and immune signaling, we focused on the most important upstream transducer of toll-like receptor (TLR) and interleukin-1 receptor (IL-1R) signaling that was repressed following DEK loss, IRAK1. 

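Upstream of these genes in the TLR and IL-1R pathway, MYD88, the adapter that recruits the IRAK kinases, had a log2 DEKsh/NTsh of 1.15 in UMSCC1 and 0.24 in UMSCC47. IRAK4 was 0.13 and 0.28, and TRAF6 was 0.24 and -0.35, both under 1.4-fold in either line. NFKBIA was 0.01 and -0.10 and RELA 0.07 and -0.16. Of MYD88, IRAK4, IRAK1 and TRAF6, only IRAK1 was past 1.4-fold lower in DEKsh cells of both lines. The 69 genes annotated to toll-like receptor signaling in UMSCC1 had a median of 0.03 (random lists -0.30 to 0.19), and the 70 genes in UMSCC47 had a median of -0.06 (random lists -0.08 to 0.12).

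**Figure D3:**
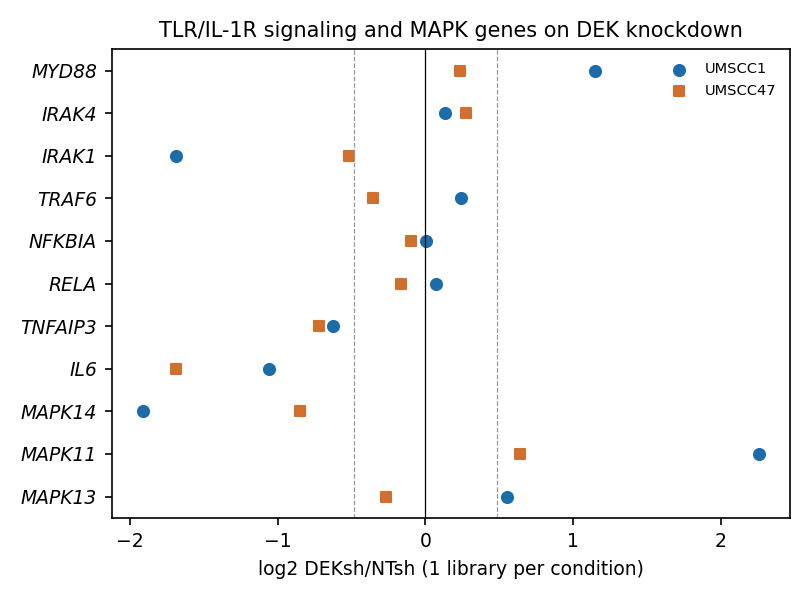
Log2 DEKsh/NTsh (horizontal axis) of genes of the TLR/IL-1R pathway and of MAPK genes, with blue circles for UMSCC1 and orange squares for UMSCC47, each from 1 library per condition. Dashed lines mark 1.4-fold; IRAK1, TNFAIP3, IL6 and MAPK14 lie left of the lower line in both lines, and MAPK11 lies right of the upper line in both.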

Interestingly, a recent publication emphasized the importance of IL1R-dependent signaling in HNSCCs. Therein, signaling from the IRAK1 adapter protein MyD88 was increased in response to erlotinib treatment in EGFR-amplified HNSCCs [22]. Furthermore, inhibition of IL1R signaling enhanced sensitivity to erlotinib treatment, thus supporting clinical potential for the targeting of TLR/IL1R signaling pathways in these cancers.

**Figure 1:**
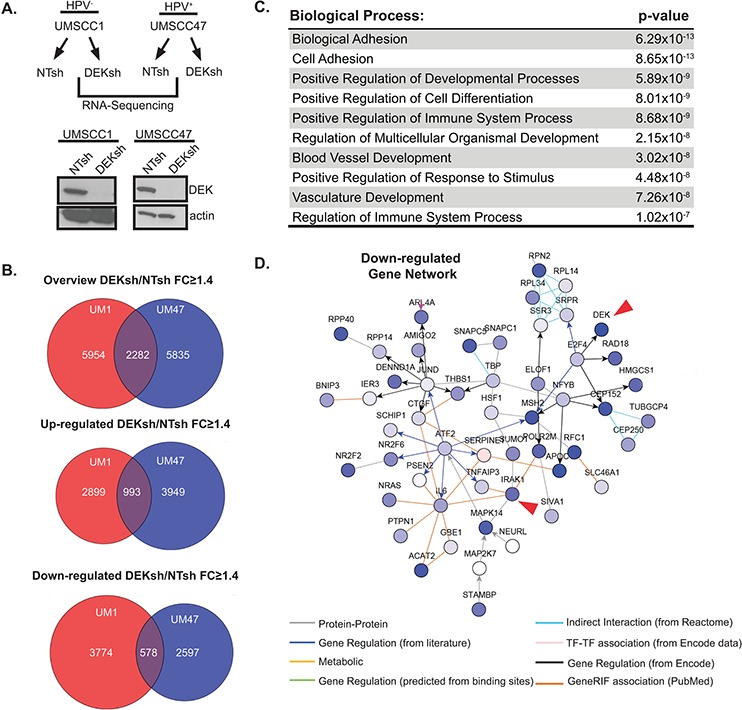
Profiling the DEK-dependent transcriptome in HNSCC **A.** UMSCC1 and UMSCC47 were lentivirally depleted for DEK, as confirmed by western blot analysis, and mRNA from these lines was submitted for RNA-Sequencing (RNA-Seq). **B.** GeneSpring NGS analysis was performed on genes differentially expressed 1.4 fold or greater (DEKsh/NTsh). GeneSpring derived Venn diagrams depict genes altered in both cell lines and overlap highlights genes common to both UMSCC1 and UMSCC47. **C.** Overlapping genes (from panel B, 2282) from UMSCC1 and UMSCC47 were analyzed using ToppGene server to identify significantly altered biological processes. The top 10 biological processes are represented. **D.** A portion of the down-regulated gene networks analyzed on NetWalker highlights nodes containing IRAK1 and DEK in UMSCC1 cells. A full view of view of this map can be found in Supplementary Figure 2.

### DEK regulates IRAK1 mRNA and protein levels

*IRAK1* expression was decreased by 1.4- to 3.2-fold upon DEK loss in HNSCC, as determined by RNA-Seq (Figure 2A). 

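IRAK1 (ENSG00000184216) is a protein-coding gene on the minus strand of the X chromosome of GRCh37, from 153275957 to 153285353, and shares no exon sequence with another listed gene on its strand. Its log2 DEKsh/NTsh was -1.69 in UMSCC1 and -0.51 in UMSCC47, a 3.22-fold and a 1.43-fold lower value in DEKsh cells. Among annotated genes without a library at the threshold of 1, 6.33% had a lower ratio in UMSCC1 and 8.12% in UMSCC47. The UMSCC47 value lies close to the cut-off of 1.4-fold. Leaving out the size factors moved it to -0.40, under the cut-off, whereas it was -0.52 with the median of annotated genes set to 0 and -0.57 with the GC trend subtracted. In UMSCC1 these alternatives gave between -1.98 and -1.63. With the lines taken as replicates, the mean log2 ratio of IRAK1 was -1.10 (standard error 0.45, unadjusted p = 0.0736, adjusted p = 0.717 from limma with Benjamini-Hochberg adjustment). As DEK itself did not pass this fit, which has no power for adjusted calls in these libraries, it does not decide whether the fall of IRAK1 is shared. The paper takes these fold changes together with lower IRAK1 mRNA by qRT-PCR and lower IRAK1 protein and MAPK signaling in western blots (Fig. 2B-2E), and from them proposes that IRAK1 may be a DEK target of functional relevance.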

To confirm IRAK1 expression was reduced following DEK depletion, IRAK1 mRNA was independently validated by qRT-PCR in numerous cell lines (Figure 2B–2D). As expected, IRAK1 mRNA levels were reduced in UMSCC1 and UMSCC47 cell lines, as well as in an additional HPV^−^ HNSCC cell line following DEK knockdown. Similarly, DEK knockdown in these cell lines reduced IRAK1 protein expression levels, along with known MAPK signaling, which are downstream targets of IRAK1 (Figure 2E). IRAK repression was also observed in two additional DEK-targeted cell lines UMSCC6 (HPV^−^) and 93VU147T (HPV^+^) (data not shown). Reduced expression of IRAK1 in the absence of DEK was correlated with reduced expression of downstream pathway components, thus suggesting IRAK1 may be a functionally relevant DEK target.

**Figure 2:**
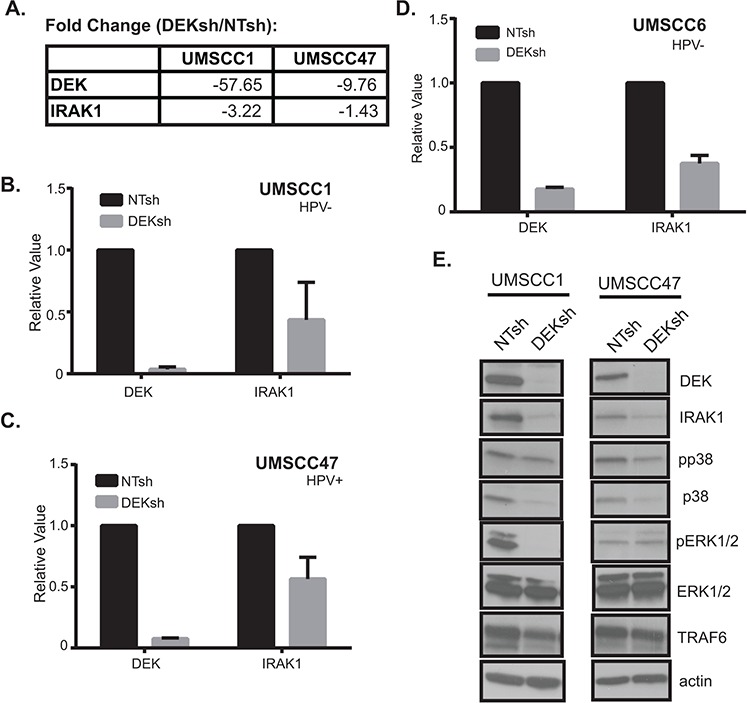
DEK regulates IRAK1 mRNA and protein levels **A.** Table depicts fold changes for DEK and IRAK1 in UMSCC1 and UMSCC47 from GeneSpring NGS analysis. **B, C, D.** IRAK1 mRNA is reduced following DEK depletion. IRAK1 and DEK mRNA levels were confirmed by TaqMan qRT-PCR to validate RNA-Seq results in three cell lines: UMSCC1, UMSCC47, and UMSCC6 (HPV negative). Experiments were performed twice and standard deviation (SD) depicted. **E.** Western blot analysis confirms IRAK1 protein levels and downstream signaling are also depleted in the absence of DEK. Actin was used as a loading control.

### TCGA data indicates IRAK1 is overexpressed in HNSCC

Based on the observed IRAK1 transcriptional regulation in HNSCC cell lines, we evaluated publically available TCGA databases to determine whether IRAK1 alterations exist in primary HNSCCs. This data mining revealed *IRAK1* is altered in 14% of HNSCCs, predominantly as a result of gene amplification or mRNA up-regulation (Figure 3A). This overexpression was observed in HPV^+^ and HPV^−^ tumor subsets. To confirm that IRAK1 protein is expressed in HNSCC, we performed immunohistochemistry for IRAK1 on primary HNSCC tissue samples, which were previously described [8]. Examples of HPV^+^ and HPV^−^ specimens are shown (Figure 3B), with strong IRAK1 protein expression detectable in the cytoplasm as expected, and some additional nuclear staining. Since adjacent normal tissue was not present in these specimens, we utilized normal human skin from unrelated donors as a control. IRAK1 staining of 3 specimens (*n* = 3) revealed IRAK1 protein expression was absent from well differentiated layers of human epidermis. Together, this data suggests IRAK1 is highly expressed in HNSCC tumors in line with possible oncogenic activities.

**Figure 3:**
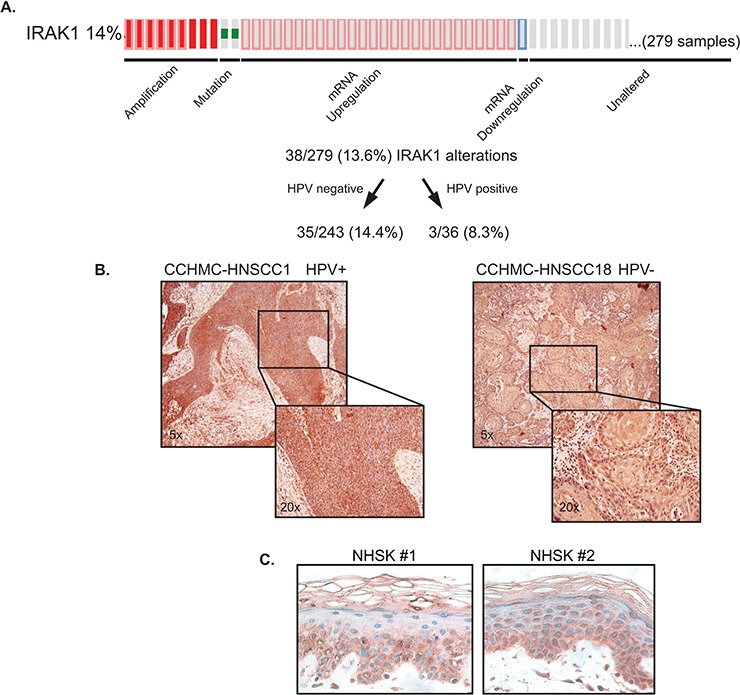
TCGA data indicates IRAK1 is overexpressed in HNSCC **A.** cBioPortal analysis of the TCGA HNSCC database reveals IRAK1 alterations occur in 14% of HNSCC. A total of 279 samples were analyzed and were further broken down into HPV^−^ and HPV^+^ subsets. **B.** IRAK1 is expressed in primary HNSCC tissues. CCHMC-HNSCC1 (HPV+) and CCHMC-HNSC18 (HPV-) were stained for IRAK1 by immunohistochemistry, with intense staining in both the nucleus and cytoplasm. *n* = 4 samples were stained. Images were taken at 5x and 20x magnification. **C.** IRAK1 staining is not expressed in well differentiated layers of normal human skin (NHSK) from unrelated donors. Images were taken at 20x magnification.

### IRAK1 loss increases apoptosis in HNSCC

Having identified IRAK1 as a candidate effector in HNSCC we next sought to characterize its function by genetic and pharmacologic inhibition. Previously, IRAK1 was proposed to have a tumor suppressive role in HNSCCs [23]. Therefore, we aimed to determine the contribution of IRAK1 to HNSCC phenotypes. We utilized a published IRAK1 shRNA construct to deplete IRAK1 levels in both HNSCC cell lines [20]. IRAK1 knockdown resulted in decreased total and activated IRAK1, as measured by phosphorylation of residue Thr209. In addition, knockdown of IRAK1 coincided with a reduction in in NF-κB (pIKKα/β) and MAPK (p38 and ERK1/2) signaling (Figure 4A), both well-known signaling pathways downstream of activated IRAK1. Chemical inhibition of IRAK1 was also carried out with the IRAK-1/4 inhibitor which has been shown to increase apoptosis in melanoma cells *in vitro* and *in vivo* and to inhibit signaling and cell viability in MDS [20, 24]. This inhibitor is a benzimidazole that is selective for IRAK1 and IRAK4 and shows little specificity for other kinases [24]. Similar to these published studies, 10 μM concentrations of IRAK-1/4 inhibitor attenuated activation of IRAK1 at 24–72 hours post-treatment (Figure 4B) in UMSCC1 and UMSCC47 cells. Activated phospho-IRAK1 complexes with TRAF6, which undergoes Lysine(K)-63 conjugated ubiquitination, a measure of its active state, thereby initiating downstream signaling cascades. To verify that signaling effects observed with IRAK1 loss were a result of a reduction in TRAF6-ubiquitination, TRAF6 was immunoprecipitated and subsequently probed for ubiquitin. TRAF6 ubiquitination was decreased in the absence of IRAK1, suggesting that NF-κB and MAPK signaling is mediated through TRAF6 (Figure 4C-4D). Finally, cellular proliferation and death were assessed upon IRAK1 inhibition to establish a functional role of IRAK1 in HNSCC cells. Significantly increased apoptosis was observed in the absence of IRAK1, either with shRNA or with IRAK1/4-inhibitor (Figure 4E-4G). However, we did not observe any differences in cell cycle profiles (Supplemental Figure 7). These results demonstrate that IRAK1 promotes the survival of HNSCC cells and that IRAK1 inhibition may be a novel therapeutic strategy to enhance cell death in this tumor type.

**Figure 4:**
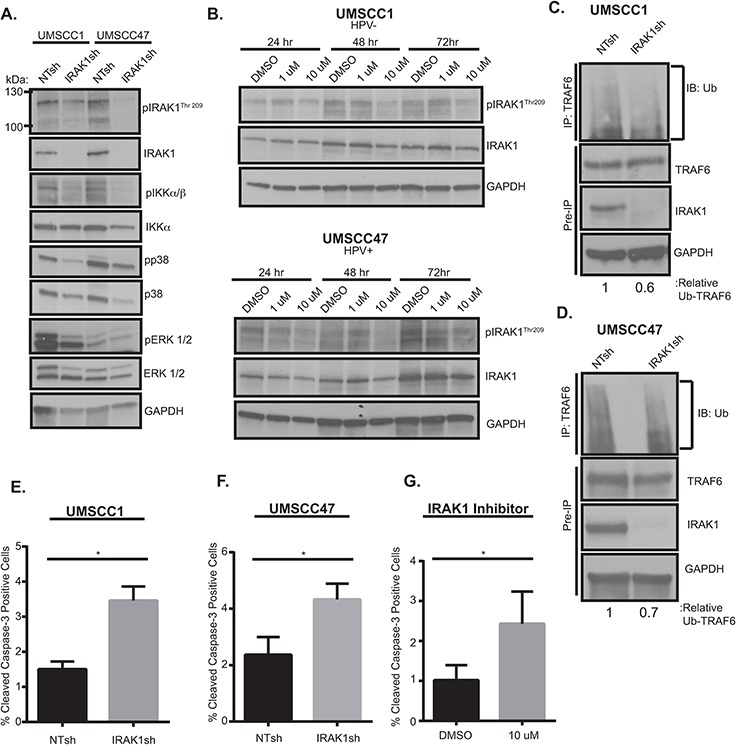
IRAK1 loss increases apoptosis in HNSCC **A.** IRAK1 loss attenuates activation of downstream signaling pathways in HNSCC. UMSCC1 and UMSCC47 were transduced with control (NTsh) or IRAK1 knockdown (IRAK1sh) vectors and protein was collected following selection in puromycin. Whole cell lysates were analyzed by western blot analysis to confirm IRAK1 knockdown, along with reduction in IRAK1 activation (pIRAK1Thr209) and MAPK pathways. GAPDH was used as a loading control. **B.** IRAK1-inhibitor reduces IRAK1 activation in HPV^−^ and HPV^+^ cell lines. UMSCC1 and UMSCC47 cells were plated and DMSO (control) or IRAK1-inhibitor was added the following day at 1 μM or 10 μM final concentrations. Cells were then collected for western blot analysis at indicated time-points. Inhibition of IRAK1 was confirmed by western blot analysis, as measured by phosphorylation of IRAK1. GAPDH was used as a loading control. **C** and **D.** TRAF6 ubiquitination is reduced following IRAK1 loss. Immunoprecipitation was performed on RIPA lysates with the TRAF6 antibody. Western blot was then performed for ubiquitin. Remaining whole cell lysates were analyzed by western blot for TRAF6, IRAK1, and GAPDH. **E** and **F.** IRAK1 loss increases cellular death via apoptosis. Cells were analyzed by flow cytometry for cleaved-caspase 3 conjugated to FITC. Experiments were performed in triplicate with SEM depicted. **G.** IRAK1-inhibitor increases apoptosis. UMSCC1 cells were plated and DMSO or IRAK1-inhibitor was added after cells attached. Cells and media were collected 72 hours later and analyzed for cleaved caspase-3 by flow cytometry. Experiment was performed three times, with SEM depicted. (*=*p* < .05).

### IRAK1 and DEK independently regulate HNSCC cellular survival

To assess if IRAK1 is required for DEK-induced phenotypes in HNSCC, IRAK1 was overexpressed in the presence and absence of DEK (Figure 5A). Interestingly, IRAK1 overexpression rescued phospho-ERK1/2 signaling (Figure 5A), but reconstitution of this pathway was not sufficient to rescue cell death (Figure 5B), cell cycle arrest (Figure 5C), or total cell number (Figure 5D) caused by DEK loss. This observation suggests that DEK and IRAK1 independently contribute to HNSCC cell survival. To determine whether DEK and IRAK1 cooperate to regulate the oncogenic phenotype, and therefore, whether targeting DEK and IRAK1 simultaneously will enhance cell death, we used a dual approach of infecting stably transduced IRAK1 knockdown cells with adenovirus to deplete DEK (AdDEKsh). Either DEK or IRAK1 knockdown alone could induce apoptosis as expected (8–10 fold over control), but the combined effect of IRAK1 shRNA with AdDEKsh infection was greater than that of the respective control cells (20-fold) (Figure 5E). Taken together, these data support a model wherein DEK and IRAK1 function in parallel pathways that control apoptosis, and highlight an additive relationship that may be beneficial for therapeutic intervention (Figure 5F).

**Figure 5:**
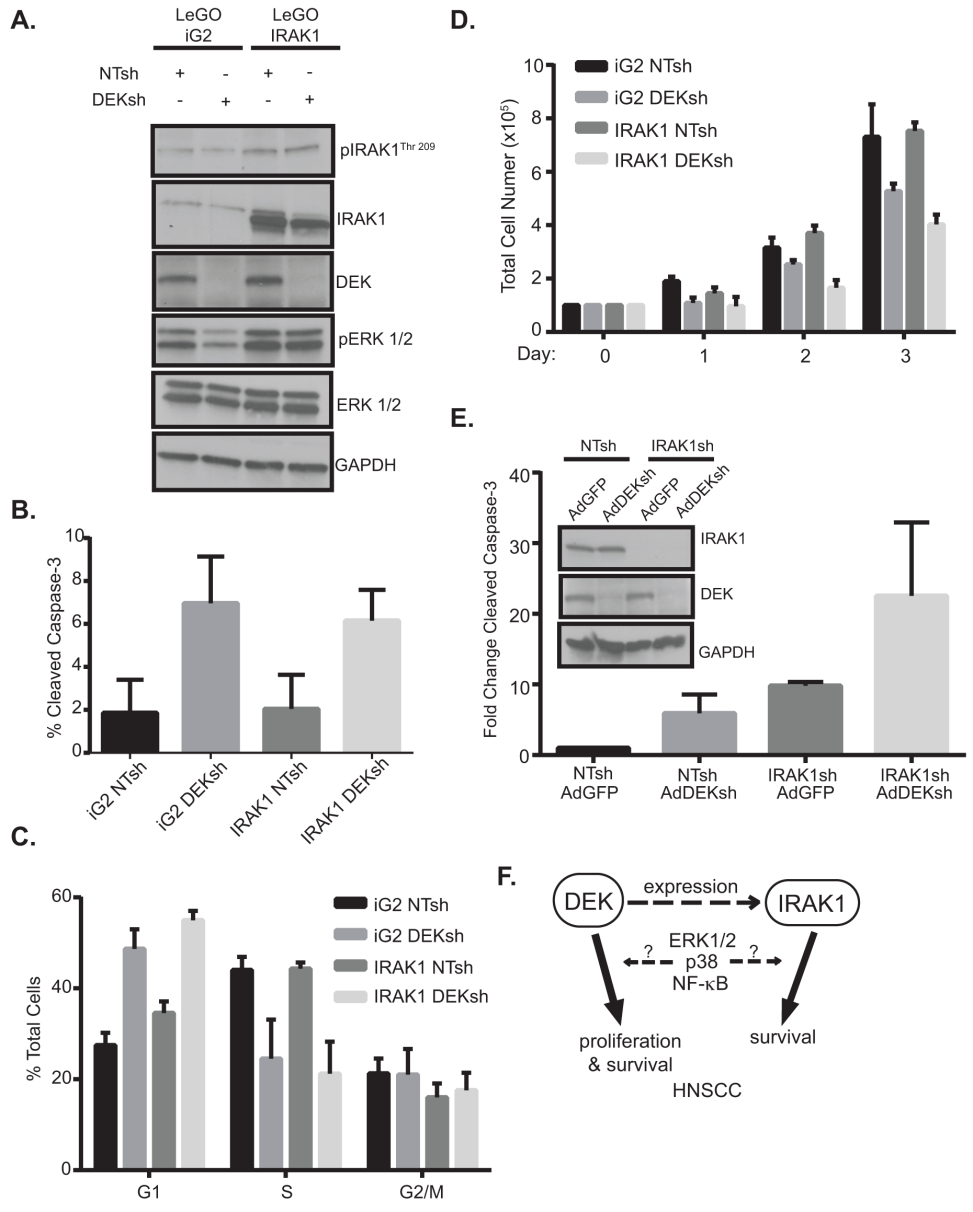
IRAK1 and DEK depletion cooperate to increase apoptosis **A.** IRAK1 overexpression rescues ERK1/2 signaling. Sorted control or IRAK1 overexpressing cells were transduced with control (NTsh) or DEK knockdown (DEKsh) vector. After selection was complete protein was collected and analyzed by western blot. GAPDH was used as a loading control. Growth curves of control (iG2) versus IRAK1 overexpressing cells can be found in Supplementary Figure 8. **B.** IRAK1 and DEK regulate cell growth and viability independently. Cells from (A) were used to analyze apoptosis (B) cellular cycle (C) and cellular proliferation. (D). IRAK1 overexpression did not rescue the phenotypes observed with DEK loss. Experiments were performed twice and SD is represented. **E.** Combined IRAK1 and DEK loss increases cell death. Control and IRAK1 knockdown cells were transduced with control (AdGFP) or DEK knockdown (AdDEKsh) adenovirus. Three days post-adenoviral infection cells were collected and later analyzed for cleaved caspase-3 by flow cytometry. Graph represents fold change compared to NTsh AdGFP samples. Experiments were performed twice and SD represented. **F.** Molecular model. IRAK1 is a novel target in HNSCC. DEK is required for efficient expression of IRAK1 and DEK and IRAK1 also independently contribute to HNSCC cell survival and depletion of either promotes apoptosis and this may be a result of ERK1/2, p38 and/or NF-κB signaling.

## DISCUSSION

A majority of patients with head and neck squamous cell carcinoma present at advanced stages of disease, which contributes to the poor survival outcomes observed. These tumors also notoriously recur, despite aggressive treatment modalities including surgery, chemotherapy and/or radiation therapy, which have frequent side effects that can dramatically and permanently decrease patient quality of life. This suggests these cells have a high proliferative and survival capacity that is necessary for sustained growth of these tumors. Therefore, understanding the relevant targetable mediators of these phenotypes is of the utmost importance. Here we addressed this clinical need by first profiling the transcriptome of HNSCC cell lines that are dependent on the DEK oncogene. DEK is an important regulator of HNSCC growth, and is up-regulated in > 90% of primary HNSCCs tested to date [8]. Although some transcriptional DEK targets have been described, the DEK-dependent transcriptome in squamous cell carcinomas remains unknown. Ontology analysis revealed biological processes significantly altered in the absence of DEK, including adhesion, differentiation, immune regulation, and development. This is in contrast to transcriptional data from neuroendocrine carcinoma of the lung with DEK loss. 

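The direction of such processes was examined with lists written before the data were examined and with ontology terms. The epidermal differentiation list had a median log2 DEKsh/NTsh of 0.44 over 43 genes in UMSCC1 (random lists -0.37 to 0.24) and 0.76 over 56 genes in UMSCC47 (random lists -0.09 to 0.13). Of its 47 genes with a value in both lines, 24 (51.1%) were past 1.4-fold in both, 17 higher in both, 0 lower in both and 7 opposite. The 272 genes annotated to cell differentiation had a median of -0.01 in UMSCC1, within the range of random lists (-0.18 to 0.07), as was the median of 0.05 over 302 genes in UMSCC47 (-0.04 to 0.06). The blood vessel development list had a median of 0.51 over 62 genes in UMSCC1 (random lists -0.32 to 0.20) and -0.01 over 67 genes in UMSCC47 (-0.09 to 0.12). Its mean in UMSCC47 was -0.08, below the central 95% of random lists. For genes annotated to angiogenesis the medians were 0.25 over 170 genes in UMSCC1 (random lists -0.21 to 0.10) and 0.04 over 181 genes in UMSCC47 (-0.05 to 0.07).

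**Figure D4:**
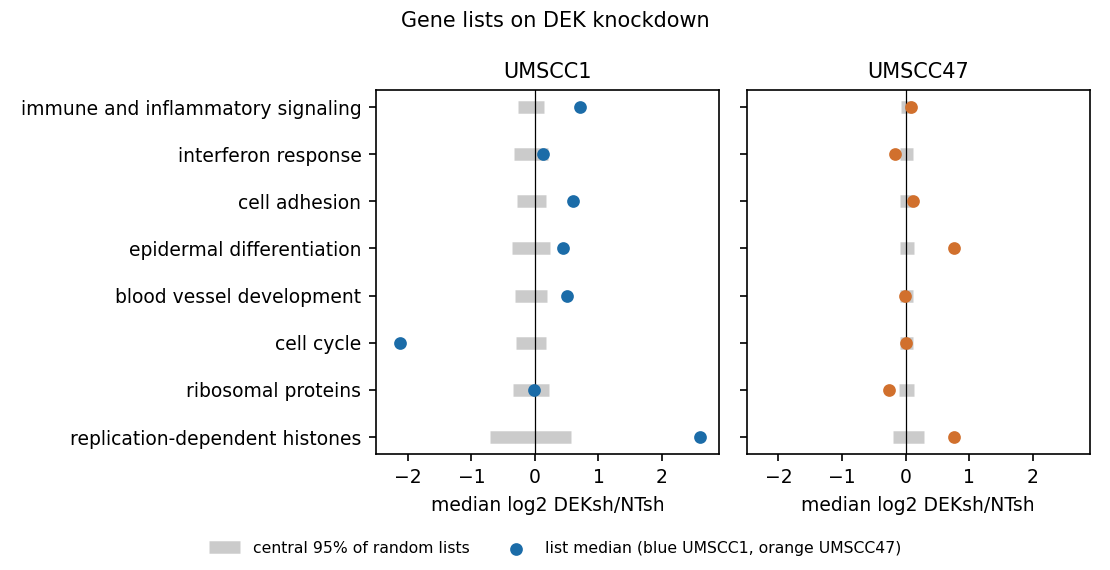
Median log2 DEKsh/NTsh (horizontal axis) of the reported gene lists written before the data were examined, in UMSCC1 (left panel, blue) and UMSCC47 (right panel, orange), with grey bars for the central 95% of 10000 random lists of the same size. Epidermal differentiation lies right of the grey bar in both lines, whereas the cell cycle median of -2.13 lies left of it in UMSCC1 and the median of 0.00 lies within it in UMSCC47.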

Shibata *et al*. revealed in their analysis that steroid metabolism, nucleosome assembly, and lipid synthesis and metabolism were altered most often in the absence of DEK [16]. This suggests the effects of DEK loss in malignancies are cell-type dependent.

Here we have identified DEK-dependent gene expression that supports phenotypes previously defined, along with new systems of interest for future studies. Although DEK overexpression is published to promote the migration and invasion of breast and HNSCC cells, alterations in cellular adhesion have not been pursued [25]. Our data suggests this may be one mechanism by which DEK promotes invasion (Figure 1C). Furthermore, we have correlated the DEK-dependent transcriptome with common transcription factor binding sites that are associated with DEK loss (Supplementary Tables 1–3). 

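For cell adhesion, the list written before the data were examined had a median log2 DEKsh/NTsh of 0.60 over 79 genes in UMSCC1 (random lists -0.29 to 0.17) and 0.12 over 80 genes in UMSCC47 (random lists -0.08 to 0.11). In UMSCC47 the mean of the same genes was 0.05, within the central 95% of random lists. Past 1.4-fold, 43 genes were higher and 9 lower in UMSCC1, against 13 higher and 12 lower in UMSCC47. Genes annotated directly to cell adhesion had a median of 0.41 over 302 genes in UMSCC1 (random lists -0.17 to 0.07) and 0.13 over 333 genes in UMSCC47 (-0.03 to 0.06). Of 317 such genes with a value in both lines, 79 (24.9%) were past 1.4-fold in both, 1.51 times the background share, with 41 higher in both, 10 lower in both and 28 opposite.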

Many notable transcription factor binding sites and known targets of DEK were identified, including p53, CEBP, and p65 validating the importance of DEK in multiple cancer types [15, 26]. For example, DEK-dependent control of p53 binding sites was expected given that DEK loss was reported to lead to the stabilization of p53 [21]. This correlated with the up-regulated induction of several p53 regulated genes including *BCL11B*, *KRT15*, and *PIM1*. 

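KRT15 (ENSG00000171346, chromosome 17 of GRCh37, 39669997 to 39678781) had a log2 DEKsh/NTsh of 0.88 in UMSCC1 and 2.31 in UMSCC47. PIM1 (ENSG00000137193, chromosome 6, 37137928 to 37143204) was 1.02 and 0.63. BCL11B (ENSG00000127152, chromosome 14, 99635624 to 99738534) was 1.11 and 1.44, but its UMSCC1 value was a low value, on the same step as 65 other genes. These are the genes that the paper names, and they do not stand for the wider group, which is not reported here.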

Herein we focused on the regulation of genes with roles in immune cell signaling. These included NF-κB and MAPK driven genes such as MAPK14, TNFAIP3, IL6, and IRAK1. We chose to probe the role of the IRAK1 serine/threonine kinase, a driver of inflammatory pathways in hematological disease, based on its function as a central signaling hub in the cytoplasm, and as a targetable molecule in MDS and AML.

The role of IRAK1 in solid tumors has not been explored extensively, but our data suggest oncogenic and potentially targetable activities in HNSCCs. IRAK1 was transcriptionally up-regulated and amplified in a proportion of HNSCCs in the TCGA, in line with a newly discovered functional requirement for maximal survival of HPV positive and negative HNSCC cell lines. Such a role was uncovered through IRAK1 knockdown using stable lentiviral vectors, as well as through chemical inhibition. Downstream IRAK1 signaling was suppressed through TRAF6, attenuating activation of NF-κB and MAPK and stimulating cancer cell death, thus highlighting the potential use of IRAK1 inhibitors in the treatment of HNSCC.

Our data identified IRAK1 as a component of the DEK-dependent transcriptome whose expression in HNSCC contributes to tumor cell survival. IRAK1 drives ERK1/2 signaling, but this alone was not sufficient to rescue cell growth in the absence of DEK. This is not surprising given the large network of genes regulated by DEK and suggests multiple genes are required to maintain a proliferative state. It is also possible that ERK1/2 signaling may be unimportant in, or may modify the response to DEK loss. Finally, we investigated a possible effect of DEK loss on NFκB signaling. NFκB can also be activated downstream from the IRAK1 cascade. Western blot data from both cell lines demonstrate an unexpected reduction in total IkBα protein (Supplementary Figure 9). Together, these data suggest DEK/IRAK targeting may in fact activate the NFκB pathway, and highlight unexpected signaling connections between DEK/IRAK1 and NFκB in HNSCC which remain to be defined.

Although IRAK1 was not by itself sufficient to rescue DEK-deficiencies, the combined targeting of DEK and IRAK1 demonstrated an additive relationship. This additive effect emphasizes the large network of signaling hubs through which DEK functions, independent of IRAK1, which can be further extracted from the transcriptional data and explored in future experiments. Importantly, this work has defined IRAK1 as one functionally important driver of HNSCC survival. Interestingly, tumor suppressive functions of IRAK1 have been proposed in a recent publication in oral squamous cell carcinoma cells (OSCC). Hung *et al*. described miR-146a, a known regulator of IRAK1, as overexpressed in OSCC. Other publications define miR-146a as tumor suppressive, where its loss hyper-activates IRAK1 and may be one mechanism for IRAK1 overexpression [27]. In OSCC, exogenous miR-146a expression increased orthotopic tumors and metastasis of SAS cells and reduced IRAK1 protein levels. In these same cells, IRAK1 knockdown combined with TRAF6 knockdown by siRNA increased invasion and tumor volume, but IRAK1 knockdown alone had few effects [23]. Here, we utilized oropharyngeal HNSCC cells lines wherein IRAK1 surprisingly exhibited oncogenic functions. These opposing findings may be related to the site of origin for each cell line. Additionally, TCGA data wherein IRAK1 is largely overexpressed in HNSCCs supports the hypothesis that IRAK1 contributes to oncogenic phenotypes [23]. Many possibilities exist to explain these discrepancies. IRAK1 functions may be anatomically or cell line dependent, or the method of inhibition may be important (acute (siRNA) versus stable (shRNA)). Additionally, IRAK1 expression may be a double-edged sword and careful balance of its expression might be required. TCGA data in other squamous tumors, such as cervical cancer, identified one patient with homozygous deletion of *IRAK1* and two with truncating mutations. The other twenty specimens where IRAK1 was altered were due to copy number amplification and mRNA up-regulation. Overexpression of IRAK would then be a predictive marker of optimal response to IRAK1 inhibitors and may be a fruitful biomarker across various types of malignancies.

## MATERIALS AND METHODS

### Cell culture

HPV negative UMSCC1 and UMSCC6, and HPV positive UMSCC47 head and neck cancer cell lines were cultured in DMEM (Gibco, New York, NY, USA) supplemented with 1% hydrocortisone (HPV^−^ only), 10% fetal bovine serum, antibiotics and antifungals.

### Lentiviral transduction

Cell lines were transduced with lentiviral pLKO.1 vectors for either nontargeting control shRNA (NTsh), IRAK1sh (TRCN0000000543, OpenBiosystems, Lafayette, CO, USA), or DEK832 (DEKsh, Sigma-Aldrich Mission shRNA library, St Louis, MO, USA) in the presence of polybrene (8 μg/mL). Cells were selected in puromycin at a final concentration of 1 μg/mL.

### Adenoviral transduction

Cells transduced with control (NTsh) and IRAK1 knockdown (IRAK1sh) lentiviruses were plated in equal densities and kept under puromycin selection. 48 hours post-plating cells were transduced with control (AdGFP) or DEK knockdown (AdDEKsh) adenoviral vectors at 10 infectious units per cell as previously published [21]. 72 hours post-transduction, cells and media were collected and fixed to analyze for flow cytometry (see below). IRAK1 and DEK knockdown were confirmed by western blot analysis.

### IRAK1 overexpression

UMSCC1 cells were lentivirally transduced with control (LeGo-iG2) or IRAK1 overexpression (LeGO-IRAK1) vectors in the presence of 8 ug/mL polybrene. Cells were sorted based on GFP-positivity and expanded for experiments post-sorting. IRAK1 overexpression did not alter the growth of these cells (Supplementary Figure 8). Creation of these vectors has been described previously [28].

### cBioPortal analysis

The results depicted here are in whole or part based upon data generated by the TCGA Research Network: http://cancergenome.nih.gov [29, 30]. For IRAK1 expression z-score thresholds were set at 2.0.

### RNA-sequencing

Transduced and selected UMSCC1 and UMSCC47 NTsh and DEKsh cells were collected and processed with a ZR RNA MiniPrep kit (R1064, Zymo Research, Irvine, CA, USA), per kit instructions. A portion of the final RNA isolate for each sample was submitted for quality assurance prior to RNA-Sequencing. RNA-Sequencing was performed by the CCHMC DNA Sequencing and Genotyping Core on an Illumina HiSeq2500 for single-end sequencing with 50 base pair reads. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [31] and are accessible through GEO Series accession number GSE70462 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70462).

### GeneSpring NGS analysis

RNA-Seq files were imported into GeneSpring Multi-Omic Analysis Software V12.6 (Agilent, Santa Clara, CA, USA) and sequences were aligned to the reference genome, hg19/GRCh37, which efficiently aligns reads spanning known or novel splice junctions. The reference annotations were produced by the Ensembl project [32]. Aligned reads were filtered on base quality, with a quality threshold >=30. The aligned gene read counts were quantified and used to compute reads per kilobase per million reads (RPKMs) for each transcript in each sample. Raw counts were normalized using the DESeq algorithm and threshold set to 1. Subsequent filtrations removed all genes with fewer than 3 reads in each sample. Fold change was calculated as DEKsh/NTsh with a cut-off of 1.4 fold change. Venn diagrams were created in GeneSpring and entity lists were translated from UMSCC1. Gene lists were submitted to ToppGene (http://toppgene.cchmc.org) for functional enrichment analysis [33].

### Network analysis

All of the network analyses and visualizations were performed using the NetWalker software and were described in detail previously [34].

### Transcription factor binding site analysis

In order to identify enriched (*p* value <0.05) putative transcription factor binding sites within the up- and down-regulated genes, we mined the catalog of human, mouse, rat, and dog conserved regulatory motifs in promoters using the ToppGene server [33, 35].

### Quantitative RT-PCR

RNA was collected with Trizol (Invitrogen, Grand Island, NY, USA) and reverse transcribed to cDNA using the QuantiTect Reverse Transcription kit (Qiagen, Valencia, CA, USA). cDNA expression was detected with TaqMan Gene Expression Master Mix and probes (Applied Biosystems). Data was analyzed using the ΔΔCt method and values calculated relative to GAPDH. TaqMan probes were as follows: DEK (Hs01078267_m1), IRAK1 (Hs01018347_m1), and GAPDH (Hs02758991_g1).

### Western blotting

Whole cell lysates were harvested using Laemmli buffer and a total of 20 μg of protein was analyzed as described previously [21]. Membranes were probed with DEK (1:1000, BD Biosciences, San Jose, CA, USA), IRAK1 (1:1000, Santa Cruz Biotechnology, Dallas, TX, USA (sc-7883)), TRAF6 (1:1000, Santa Cruz (sc-7221)), phospho-IRAK1 (Thr209, 1:800, Assay Biotechnology Company (A1074), Sunnyvale, CA, USA), phospho-p38 (1:500, Cell Signaling Technologies (4361)), p38 (1:1000, Cell Signaling Technologies (9212)), phospho-ERK1/2 (1:1000, Cell Signaling Technologies (4377)), ERK1/2 (1:1000, Cell Signaling Technologies (4695)), phospho-IKKα/β(1:500, Cell Signaling Technologies (2697)), IKKα(1:1000, Cell Signaling Technologies (2682)), phospho-IκBα (1:500, Cell Signaling Technologies (9246)), IκBα (1:1000, Cell Signaling Technologies (4812)), α-tubulin-HRP (1:10,000 Cell Signaling Technologies (9099)), actin (1:10,000 a gift from James Lessard), and GAPDH (1:1000, Cell Signaling Technologies (5174)).

### Flow cytometry for cleaved caspase-3

Lentivirally transduced cells were plated at equal densities and collected 48 hours later. Cells were fixed and prepped following the BD FITC Active Caspase-3 Apoptosis kit protocol (BD Biosciences). Adenovirally transduced cells were prepped with an Alexa-Fluor 647 conjugated cleaved-caspase 3 antibody to account for GFP-positivity (Cell Signaling Technologies (9602)). Analysis was performed on a BD FacsCanto and data analyzed on FlowJo software (Tree Star, Ashland, OR, USA). Experiments were performed 3 times with standard error of the mean (SEM) represented.

### Flow cytometry for cell cycle analysis

Lentivirally transduced cells were plated in equal numbers and 48 hours later were pulsed with 10 μM BrdU for 45 minutes. Cells were collected and prepped following the BD Pharmigen APC BrdU flow kit and analyzed on a BD FacsCanto. Data was analyzed on FlowJo Software as above. Experiments were performed 3 times and SEM represented.

### IRAK1 inhibitor

UMSCC1 cells were plated at equal densities and IRAK1 inhibitor (IRAK-1/4 inhibitor, I5409, Sigma-Aldrich, St. Louis, MO, USA) added the same day for caspase-3 flow cytometry experiments. DMSO was added in equal volume for a control. Cells and media were collected 72 hours later and prepared and analyzed as above. For the time-course experiment, cells were plated and inhibitor was added the following day, with protein collected at 24, 48, and 72 hours and analyzed by western blot for IRAK1 inhibition.

### Immunohistochemistry

The IRB-approved collection of primary human tumor tissue specimens and immunohistochemistry staining protocol were previously described [8]. Sections from *n* = 4 primary tumor specimens and *n* = 3 normal human skin samples were probed with IRAK1 antibody (1:50, sc-7883, Santa Cruz). Skin samples were obtained from consented donors at Cincinnati Children's Hospital Medical Center in accordance with an approved IRB protocol. Images were captured with a Leica DM2500 microscope and LAS software (Leica Microsystems Inc., Buffalo Grove, IL, USA) at the indicated magnifications.

### TRAF6 immunoprecipitation

Samples were lysed using RIPA buffer containing protease and phosphatase inhibitors and protein concentration determined using BCA Protein Assay Kit (Pierce 23225). 600 μg of each sample was used to perform TRAF6 immunoprecipitation. Lysates were incubated with A/G beads (sc-2003, Santa Cruz, Dallas, TX, USA) and incubated with TRAF6 antibody (sc-7221, Santa Cruz). Samples were loaded onto a 4–15% gradient Mini-PROTEAN TGX Precast Gel (BioRad, Hercules, CA, USA) and proteins separated by SDS-PAGE electrophoresis. Membranes were probed with ubiquitin primary antibody (sc-8017, Santa Cruz). Protein from the original lysis, prior to immunoprecipitation, was run following the above western blot protocol. Membranes were probed with IRAK1, TRAF6, and GAPDH. Densitometry was performed using ImageJ software.

### Growth curves

Control and IRAK1 overexpressing cells were plated at equal densities, in triplicate, and total cell number counted over 3 days. Experiments were performed twice with SD represented.

### Statistics

Statistical analysis was performed using GraphPad Prism 6 software (La Jolla, CA, USA). Student's *t*-test was used to calculate *p*-values, where *=*p* ≤ .05 and **=*p* ≤ .01.

## SUPPLEMENTARY TABLES AND FIGURES

How the deposited data were processed for this re-analysis (not part of the article)

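The data were 4 RNA-Seq libraries, from NTsh and DEKsh cells of the HPV- line UMSCC1 and the HPV+ line UMSCC47, with 1 library per condition. The authors aligned single-end reads to hg19/GRCh37 in GeneSpring with Ensembl annotations, filtered aligned reads on base quality, normalized gene counts with the DESeq algorithm and set normalized values under 1 to 1. The Ensembl release, the use of strand and the reads per library are not given in the sources used here. The deposited values are on a log2 scale, made by the authors relative to the NTsh library of each line, so that each table holds 0 for NTsh and log2 DEKsh/NTsh for DEKsh. Each table has 1 column per library, all of them matched to samples by name, and both tables list the same 56595 genes. The column name of each DEKsh library carries a digit that the sources used here do not explain.

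Everything below was computed from the log2 ratios. As the tables hold no read counts, a count model, normalizations that need counts, a filter on read number for all genes and counting intervals could not be run, and the test across the lines was made with limma on the log2 ratios in place of the count model planned. The most frequent value other than 0 in each table gave the size of 1 read relative to the threshold of 1 (log2 0.05 in UMSCC1 and -0.06 in UMSCC47). Values at such steps marked the genes with a library at the threshold, and ratios of whole numbers up to 10, once the size factors were removed, marked the rest of the low values, within 2e-06. The rate of chance matches was found by shifting the size factor by 20 random amounts. Genes past 1.4-fold were counted in each line and matched between lines by Ensembl identifier. The number of common genes was compared with the product of the shares in each line.

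Gene positions, gene types and longest transcripts were taken from GENCODE annotation lifted to GRCh37, in which 94.4% of the listed genes were found by identifier. Genes sharing exon bases on the same strand made 3029 pairs. Gene lists were written from general knowledge before the data were examined, for immune and inflammatory signaling, interferon response, cell adhesion, epidermal differentiation, blood vessel development, cell cycle, ribosomal proteins and replication-dependent histones, beside 1 list whose result is not reported here. Another 7 lists were the genes annotated directly to an ontology term in the tables. The median of each list, over genes with an Entrez ID and without a library at the threshold, was placed among 10000 random lists of the same size (seed 1) in each line. In lists drawn from simulated ratios of 13467 genes, 5.00% of 200 unshifted lists of 75 genes fell outside the central 95%, and 84.0% of those shifted by 0.50 on the log2 scale did. The unshifted and the random lists came from the same simulated ratios, so a share near 5.00% was set by the design. The ratios were normal and independent, with the median and SD of UMSCC1. Neither share therefore carries over to UMSCC47 or to lists of genes that vary together.

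The fit across lines used limma 3.58.1 in R 4.3.3 with an intercept as the only term, which corresponds to a cell line block because each ratio is taken within a line. It was tested on simulated data for 18479 genes with 200 genes changed by 3 on the log2 scale in both lines. With the same spread for every gene it called all 200 genes with 12 false calls, but with a spread that varied between genes as in the libraries it called 0 of the 200 genes at an adjusted p under 0.05 and 193 at an unadjusted p under 0.05. The fit therefore had no power for adjusted calls in these libraries. Other steps used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

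Genes were named by a rule set before the data were examined, although values printed in Fig. 1B and Fig. 2A had been seen. It takes the genes that the paper names for these lines and pathways, the 3 largest rises and the 3 largest falls shared by both lines, and the 2 largest opposite changes in each direction, by the smaller of the log2 ratios of the lines. The read minimum in that rule was replaced by leaving out low values in either line, and protein-coding genes named only by a clone were left out. The alternatives were a 2-fold cut-off, protein-coding genes, matching by gene symbol, the mean of a list, no filter in the limma fit, leaving out low values in stages, no size factor, the median of annotated genes set to 0, subtraction of the trend with transcript GC content in 20 bins, random lists matched on GC content and length, and translation of the gene calls through Entrez IDs. Those from the leaving out of low values onward were chosen after the tables had been seen.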

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

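The tests of low-read noise and of overlapping gene models given in this part were chosen after the results had been seen. None of the differences between the lines in this part was itself tested, since each rests on 1 library per condition.

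In total, 1598 genes were past 1.4-fold in opposite directions in UMSCC1 and UMSCC47. By the smaller of the log2 ratios, the largest such changes among protein-coding genes without low values were those of MRPS17 (ENSG00000249773; 2.85 in UMSCC1 and -3.75 in UMSCC47), CRIP1 (ENSG00000257341; 2.16 and -8.05), TNNI2 (-2.73 and 2.62) and SLC47A2 (-2.75 and 2.13). They stand out because the only comparison in each line moved the opposite way. MRPS17 and CRIP1 each share exon sequence with a gene of the same symbol listed under another identifier. For MRPS17 that gene had -0.89 in UMSCC1, the opposite way, and -0.31 in UMSCC47, the same way. For CRIP1 it had 2.11 in UMSCC1, the same way, and 1.66 in UMSCC47, the opposite way. MRPS17 also overlaps ZNF713 (-0.62 in UMSCC1 and 0.34 in UMSCC47), and CRIP1 also overlaps C14orf80 (-1.77 and -0.20). Reads divided differently between overlapping gene models thus remain open for MRPS17 and CRIP1. TNNI2 and SLC47A2 share exon sequence with no other listed gene on the same strand. Low-read noise would make the share of opposite genes fall steeply once low values are left out and 2-fold is required. The share was 36.4% over all genes and 31.8% after that step, but it was 23.7% when genes were also required to have an Entrez ID. Low-read noise and a difference between the lines cannot be told apart here for the opposite genes as a set, because the read number behind most ratios is unknown. CRIP1 in UMSCC47 is an exception, since a 266-fold fall with no value under 1 needs a normalized NTsh value of at least 266, which low reads do not give. The lines differ in HPV status and in origin, which stays open and untested.

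The largest changes in each line fell on genes that the paper does not discuss, chosen here after their values were seen. In UMSCC1, PIK3R2 (ENSG00000105647) rose by 10.90 on the log2 scale, while PIK3R2 under a second identifier (ENSG00000268173), which overlaps it on chromosome 19 of GRCh37, had -9.89. The largest fall in UMSCC1 was that of SENP3-EIF4A1, with -9.95, which was -6.58 in UMSCC47. In UMSCC47, the largest rise was that of RP11-186B7.4, with 9.78, which was 9.47 in UMSCC1. This lncRNA lies on chromosome 17 from 7476144 to 7485342 and overlaps EIF4A1 and CD68. The largest fall in UMSCC47 was that of CD68, with -9.71, which was -0.01 in UMSCC1. A candidate explanation for such values is that reads were assigned to different overlapping gene models in the libraries compared. It predicts that the partners of overlapping genes past 8-fold move at least 2-fold the opposite way far more often than the partners of overlapping genes under 1.4-fold. In UMSCC1 they did so for 17.8% of 45 genes (95% binomial interval 8.00% to 32.1%), against 16.1%, where overlap means shared exon sequence on the same strand. Of the 411 genes past 8-fold, 366 overlap no other listed gene in this sense. The tables thus argue against a division between models on the same strand as the cause for the genes past 8-fold as a set. A division between models on opposite strands stays open, because that overlap was not examined and the use of strand is unknown. Genes past 8-fold in UMSCC1 overlapped another gene in 10.9% of cases, against 7.66% of genes under 1.4-fold. In UMSCC47 they did so for 16.0% of 25 genes (4.54% to 36.1%), against 9.38%, and genes past 8-fold overlapped another gene more often (26.3%) than genes under 1.4-fold (7.36%). With so few genes, a divided assignment and a change in expression cannot be told apart for the overlapping genes of UMSCC47. The other 70 of 95 genes past 8-fold overlap no other listed gene on the same strand, and the opposite strand was not examined. Of the 10 largest changes, 5 in UMSCC1 and 8 in UMSCC47 lie on genes that overlap another, and the partner moved the opposite way for 2 and 3 of them, so a divided assignment stays open for the largest changes in both lines. For PIK3R2 and CD68, whose overlapping partner moved the opposite way, it stays open. SENP3-EIF4A1 was not found in the annotation used, so its partners were not tested. Its name includes EIF4A1, which RP11-186B7.4 overlaps, and RP11-186B7.4 moved the opposite way in both lines. The values were -9.95 for SENP3-EIF4A1 against 9.47 for RP11-186B7.4 in UMSCC1, and -6.58 against 9.78 in UMSCC47. EIF4A1 itself was -0.69 and -0.23. A divided assignment thus stays open for SENP3-EIF4A1 and RP11-186B7.4 as well. No biological explanation was tested for these genes.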

How the results depend on the processing

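The 2-fold cut-off, protein-coding genes, gene symbols, the means of the written lists and the limma fit without a filter were set before the data were examined, and the other alternatives in this part were chosen after seeing the data. Count models (DESeq2 and voom), total count, TMM, upper quartile and RPKM scaling, other floors or pseudocounts, size factors over all 4 libraries, filters on read number for all genes, counting intervals and a fit without the cell line were not run, because the tables hold ratios to NTsh and no counts. A read number could be told only with a library at the threshold of 1, and leaving out such genes with under 3 reads in the other library gave 12458 genes past 1.4-fold in UMSCC1, 7591 in UMSCC47 and 4066 in both.

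Of 104 recomputed numbers of genes past 1.4-fold, 68 stayed within 1.5 times the number given above. Leaving out the size factors shifted every ratio without a library at the threshold of 1 by -0.11 in UMSCC1 and by 0.11 in UMSCC47, without moving any of these numbers by more than 1.5 times, although the balance of higher and lower genes in UMSCC1 reversed with the median of annotated genes set to 0. With a cut-off of 2-fold, the numbers were 6888 (3561 higher and 3327 lower) in UMSCC1, 3471 (2117 and 1354) in UMSCC47, and 1228 in both lines, of which 554 were higher in both, 253 lower in both and 421 opposite. With protein-coding genes, they were 8477 (4019 higher) in UMSCC1, 4030 (2578 higher and 1452 lower) in UMSCC47 and 2369 in both lines (1049 higher, 586 lower and 734 opposite). With the UMSCC1 calls translated by Entrez ID, they were 8236 (3892 higher and 4352 lower) in UMSCC1 and 2282 in both lines (993 higher, 578 lower and 713 opposite). With both lists translated, UMSCC1 had the same numbers, UMSCC47 had 3883 (2474 higher and 1413 lower), and 2293 were common (998 higher, 582 lower and 721 opposite). These settings drop genes by construction. After translation, a gene whose Entrez ID is shared by a higher and a lower gene counts in both directions, so the parts add up to more than the total. The share of opposite genes was 34.3% at 2-fold, 31.8% at 2-fold without low values and 23.7% when the genes of the latter were also required to have an Entrez ID.

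For DEK, the log2 ratio was -5.96 in UMSCC1 and -3.17 in UMSCC47 without size factors, -5.79 and -3.30 with the median of annotated genes set to 0, and -5.68 and -3.26 with the GC trend subtracted. For IRAK1 it was -1.80 and -0.40, -1.63 and -0.52, and -1.98 and -0.57 in the same order. Without size factors, IRAK1 in UMSCC47 and MAPK13 in UMSCC1 fell under 1.4-fold, and none of the named genes past 1.4-fold changed sign under the 3 scalings.

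Of 192 recomputed list medians or means, 186 stayed on their side of the central 95% of random lists. Leaving out the size factors, or setting the median of annotated genes to 0, moved a list and its random lists by the same amount. Neither scaling could change a side, so their part of the 192 is no check on the lists. In UMSCC47, the mean was within it for cell adhesion (0.0532), immune response (0.13) and inflammatory response (0.14), and below it for blood vessel development (-0.0837). The cell adhesion median of 0.12 lay within the range of random lists matched on GC content and length, and the immune and inflammatory signaling median of 0.11 lay above the range with the GC trend subtracted. The causes were not tested. In the limma fit, 0 genes passed under every alternative, with 1008 to 1311 genes at an unadjusted p under 0.05. The unknown depth limits what can be said of single genes with low values, and the lack of replicates limits all of the results.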

Differences from the paper's values

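In UMSCC1, 6319 genes were higher, 6670 lower and 12989 in all past 1.4-fold, where the paper's diagrams add up to about 3900, about 4400 and about 8200 in Fig. 1B, read by eye. In both lines, 4394 genes were common, where the paper gives 2282. Of them, 1730 were higher in both, 1066 lower in both and 1598 opposite, where the paper has about 990, about 580 and about 710 in Fig. 1B, read by eye. The UMSCC47 numbers of 4942 higher, 3175 lower and 8117 in all match those in Fig. 1B.

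Of the alternatives set before the data were examined, protein-coding genes alone gave numbers within 1.5 times the paper's for UMSCC1 (4019, 4458 and 8477) and for the common genes (2369, 1049, 586 and 734), but not for UMSCC47 (2578, 1452 and 4030). The 2-fold cut-off did so for UMSCC1 (3561, 3327 and 6888) but not for UMSCC47 (2117, 1354 and 3471) or the common genes (1228, 554, 253 and 421). Matching by gene symbol did not do so for the common genes (4383, 1739, 1071 and 1593).

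The paper's methods state that entity lists were translated from UMSCC1. When the UMSCC1 calls were translated to every gene row with the same Entrez ID and the UMSCC47 calls were left as they were, a setting chosen after seeing the values, the numbers were 3892, 4352 and 8236 in UMSCC1, and 2282, 993 and 578 common genes, with 711 in neither common direction, all of which match Fig. 1B. The regions outside the overlap, 5954 genes for UMSCC1 and 5835 for UMSCC47, also match. The totals are equal, but which genes the paper counted is not given in the sources used here, so how many of its genes this setting drops is unknown. It leaves out the 4780 UMSCC1 genes past 1.4-fold that have no Entrez ID. It was reached with no filter on read number, whereas the paper's methods state that genes with few reads were removed. With both lists translated, also chosen after seeing the values, the common genes were 2293, 998, 582 and 721, within 1.5 times the paper's, but UMSCC47 had 3883. Leaving out all low values, chosen after seeing the values as well, gave 11133 genes in UMSCC1, 6355 in UMSCC47 and 3185 common genes, each within 1.5 times the paper's, but 1073 opposite genes.

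The DEK fold decreases of 57.7 and 9.77 lie within 1.5 times the values printed in Fig. 2A, as do the IRAK1 fold decreases of 3.22 and 1.43.

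The paper states that immune response genes were lower in DEK-deficient cells. Over genes annotated to immune response and past 1.4-fold in both lines, 25 were higher in both and 16 lower in both. Among all annotated genes past 1.4-fold in both lines, 991 were higher in both and 577 lower in both. These ontology tallies were chosen after the tables had been seen. The same tally was 32 and 8 for innate immune response and 27 and 13 for inflammatory response, but 5 and 4 for toll-like receptor signaling and 2 and 2 for the interferon response list. IRAK1, TNFAIP3, IL6 and MAPK14, which the paper names, were lower in both lines, IL6 by -1.06 and -1.69.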

Other observations

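The tests of low-read noise and of the translation of gene lists in this part were chosen after the results had been seen, and the tests of GC content were chosen after the tables had been seen, although what the latter would show was written down before they were run.

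The cell cycle list had a median log2 DEKsh/NTsh of -2.13 over 77 genes in UMSCC1, with 75 genes lower and all 75 of them past 1.4-fold, whereas in UMSCC47 the median was 0.00, with 39 genes higher and 38 lower. The UMSCC1 ratios rose with the GC content of the longest transcript, from a median of -0.26 in the genes of lowest GC content (up to 38.2%) to 0.25 in those of highest (from 61.4%) (Spearman's rho across genes 0.194), and those of UMSCC47 less so (rho 0.066). If GC content had been the cause, the list median would return to the range of random lists after subtracting this trend. It was -2.07, so the tables argue against GC content as the whole cause. No size factor would bring the list and the median of all annotated genes (-0.06) to 0 at once. An exchange of the NTsh and DEKsh labels within a line is opposed by the fall of DEK in the DEKsh library of both lines. That fall does not bear on an exchange of libraries between the lines, which was not tested. Fewer dividing cells, the density of the cultures and the time of collection stay open, as none of them was tested in these libraries. For fewer dividing cells, the paper describes cell cycle arrest and a change in cell number on DEK loss in UMSCC1 cells (Fig. 5C-5D). The difference between the lines itself was not tested because each line has 1 library per condition.

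UMSCC1 had 1.60 times as many genes past 1.4-fold as UMSCC47. If low reads had been the cause, this ratio would approach 1 without low values, but it was 1.75. After subtracting the GC trend it was 1.58, and over protein-coding genes it was 2.10. The tables thus argue against low values and the GC trend as the whole cause. DEK fell further in UMSCC1 than in UMSCC47, and a dependence on the degree of knockdown, the HPV status and the depth of the libraries stay open, since none of them was tested.

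The ribosomal protein list had a median of -0.25 over 53 genes in UMSCC47, with all 53 lower as deposited (random lists -0.10 to 0.13), and -0.01 in UMSCC1, within the range of random lists. Without size factors, the UMSCC47 median was -0.14, still below the random lists, which moved with it (0.02 to 0.25). The replication-dependent histone list had a median of 2.60 over 11 genes in UMSCC1 (random lists -0.70 to 0.56), with 8 genes higher and 3 lower, all past 1.4-fold, and a mean of 1.47. In UMSCC47 the median was 0.76 over 12 genes (-0.20 to 0.29), with 9 genes higher and 3 lower. Of 12 histone genes with a value in both lines, 9 were past 1.4-fold in both, 6 higher in both, 0 lower in both and 3 opposite. Without low values, 6 were higher in both, 0 lower in both and 1 opposite. TP63 had -0.93 in UMSCC1 and 0.27 in UMSCC47. No explanation was tested for these values.

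The translation of gene lists that gives the paper's common genes treats the lines unequally, because the UMSCC1 calls pass through Entrez IDs and the UMSCC47 calls do not. Of the 8117 UMSCC47 genes counted there, 4250 have no Entrez ID and cannot be common under this setting. Of the 2282 common genes it gives, 616 had a low value in UMSCC1 or UMSCC47. This setting places 711 common genes in neither common direction, beside 993 higher in both and 578 lower in both.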
